A study of Arabidopsis thaliana with 18 samples.

How the data were processed

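Small RNAs were sequenced from root apices of Arabidopsis thaliana seedlings of 2 ecotypes, Columbia (Col) and Landsberg erecta (Ler), both labelled wild type. Per the labels' protocols, small RNA was isolated with a mirVana kit, libraries were built with an Ion Total RNA-Seq kit and sequenced on an Ion PI chip, and adapters were removed. The labels name no aligner, genome build or counting parameters. The 18 libraries form 6 groups of 3 replicates (Col and Ler at 0 h, 1 h and 2 h), taken from the ecotype and time labels. Per the labels, seedlings on mesh were moved to fresh phosphate-containing medium for 0 h or to medium without phosphate for 1 h and 2 h. No library from phosphate-containing medium at 1 h or 2 h was analysed here, so time since transfer and loss of phosphate cannot be separated in any comparison.

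Each library's deposited table holds raw counts per annotated feature, 1 column for each read length from 20 to 25 nt. The 2 further tables, 1 per ecotype, are deposited ShortStack results, per the file headers, and give for each feature the pooled count, the normalised abundance (RPM), the uniquely mapped count, the major RNA (the most abundant sequence), a size call, a microRNA call and a phase score (an other-scaled number that measures phased cleavage). In 100% of features the authors' pooled count equals the sum of the 9 libraries of that ecotype. From the deposited RPM values, the totals behind the 2 tables are 51.8 M reads for Col and 48.9 M for Ler (M, 1e6 reads), whereas 27.7 M and 30.2 M reads were counted over features. The sums used here are therefore counts over features and not sequencing depth. In Col 55.8% and in Ler 63.9% of these counts came from uniquely mapped reads, and how the authors placed the other reads is not stated. Features can overlap, so a read can be counted more than once.

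The Col coordinates were compared with the TAIR10.1 reference: the major RNA lay at its listed locus for 100% of 19828 Col features, but for 2.27% of 18902 Ler features. The Ler counts thus refer to other coordinates, and only Col positions are given, in TAIR10.1. The tables list 42846 features for Col and 42331 for Ler, and 41658 uniquely named features were shared and entered the comparisons. They held 97.7% to 99.2% of the counts of each library. Features listed for 1 ecotype only (540 for Col and 53 for Ler) and those with a repeated name were left out. Symbols and gene classes came from the RefSeq gene table of TAIR10.1, which matched 32544 features by locus tag. In 10 Col and 16 Ler features the listed span exceeds 20 kb, up to 6.12 Mb in Col and 9.48 Mb in Ler.

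The 6 read lengths were summed per feature. Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM normalisation, filterByExpr, robust dispersion estimates and the quasi-likelihood F test (glmQLFit and glmQLFTest), with all 18 libraries in 1 model of 6 group means. P-values were adjusted by the Benjamini-Hochberg method and called at an adjusted p under 0.05. Standard errors (SE) are the log2 fold change divided by the square root of F. Normalised values are CPM, counts scaled to 1e6 of the effective library size. The filter left 11173 features with library sizes of 2143949 to 5244136. Contrasts were the ecotype difference averaged over the 3 time points, each time difference averaged over both ecotypes and within each ecotype, and the ecotype-by-time interactions. The microRNA list holds the 175 shared features with the microRNA biotype, and the phosphate-response list holds the 33 loci of the families MIR399, MIR827, MIR2111, MIR778, MIR169, MIR395 and MIR398. When the list was fixed, the first 4 families were held as reported higher without phosphate, and MIR169, MIR395 and MIR398 as reported lower. The microRNA share was compared between ecotypes with an exact two-sided permutation test of ecotype labels within time points, over 8000 arrangements. Features named in the text had an adjusted p under 0.05, a mean of at least 20 counts and normalised values that did not overlap between the groups compared within each ecotype or time point. Of these the 3 with the smallest p in each direction were named. Shares of single libraries carry 95% Wilson intervals, of at most 0.0636 percentage points on either side, and a count of 3 is taken as the floor. Both cover counting error only, because reads amplified by PCR are not independent molecules.

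The model was tested on simulated counts with 200 features changed. They were drawn from the mean of each feature over all 18 libraries and from the real library sizes and dispersions. Other ecotype differences and the likeness of same-numbered libraries were not simulated. The rates of recovery and of false calls given next may therefore not hold for the real counts. For 4-fold changes it recovered 168 in the ecotype contrast (10435 features tested), 157 in the averaged 1 h contrast (10428 tested), 100 within 1 ecotype (10472 tested) and 43 in the interaction (10407 tested). For 2-fold changes it recovered 65 of 200 in the ecotype contrast (10449 tested), 26 in the averaged 1 h contrast (10436 tested), 1 within 1 ecotype (10469 tested) and 0 in the interaction (10459 tested). False calls at 4-fold were 5 of 173, 9 of 166 (5.42%), 1 of 101 and 4 of 47 (8.51%) in the same order, and there were none at 2-fold. All recovered changes had the simulated direction. DESeq2 on the same simulated data recovered 168 and 55 of 200 in the averaged 1 h contrast (11173 features), with 15 of 183 (8.2%) and 6 of 61 (9.84%) of its calls false. No 2 replicates agreed within sampling noise (lowest chi-square per degree of freedom 8.85 over 18 pairs), so none was treated as a second deposit of another library. This comparison cannot show that the libraries are separate samples, which rests on the labels. Replicate numbers paired the 1 h and 2 h libraries: in all 18 same-numbered pairs among these 4 groups the deviations from the group means correlated above 0.1 (0.123 to 0.662). The pairing comes from these correlations only, as the labels name no shared batch or day. It includes all 6 pairs of a Col and a Ler library of the same time at 1 h and 2 h (0.194 to 0.655), but at 0 h 1 of 3 such pairs was under 0.1 (0.0612).

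The analysis plan, the first set of alternatives and the naming rule were fixed before the data were examined. Alternatives were RLE size factors, total counts only, DESeq2 1.42.0 on unfiltered counts, other filters and a replicate block. Others were only the groups compared, leaving out each library in turn and features counted in both ecotypes. Ribosomal and transfer RNA features were also removed (623 transfer RNA and 4 ribosomal RNA features, and AT3G06365, which overlaps ribosomal RNA genes). The ecotype difference was also read at 0 h alone, in the fit of all 18 libraries. Chosen after seeing the data were the removal of features with unequal or long span, separate analyses of 21- and 22-nt and of 24-nt reads, the ribosomal RNA share as a covariate, replicates 1 and 3 only, the replicate block on the 1 h and 2 h libraries alone, microRNA shares without long features, without AT3G06365 or without ribosomal and transfer RNA genes alone, and microRNA shares compared within same-numbered pairs. List tests used fry in limma 3.58.1 on voom values. Lists of phosphate-starvation, touch, jasmonate, and cold and drought genes were written before they were tested. On simulated data fry found a list of features raised 2-fold and called 1 of 20 unchanged lists.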

Results

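Small RNA counts of 18 libraries were analysed, 3 replicates each of Col and Ler root apices (about 0.5 cm) at each of 0, 1 and 2 h from 7-day-old seedlings grown on medium with 500 µM phosphate. The 1 h and 2 h seedlings had been moved to medium without phosphate for that time, and the 0 h seedlings to fresh medium with phosphate. The study addresses how non-coding RNAs take part in the response of roots to low phosphate in 2 ecotypes. Between 2199563 (Ler 1 h replicate 3) and 5438439 (Col 1 h replicate 1) counts over annotated features were listed per library. Over the 9 libraries of each ecotype, 21-nt reads made up 33.3% ± 2.52 of the counts in Col and 35.3% ± 2.497 in Ler (SD, n = 9), and 24-nt reads 28.7% ± 2.25 in Col and 29.8% ± 2.45 in Ler. Reads of 25 nt took 5.28% ± 1.04 in Col and 3.77% ± 0.813 in Ler.

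**Figure D1:**
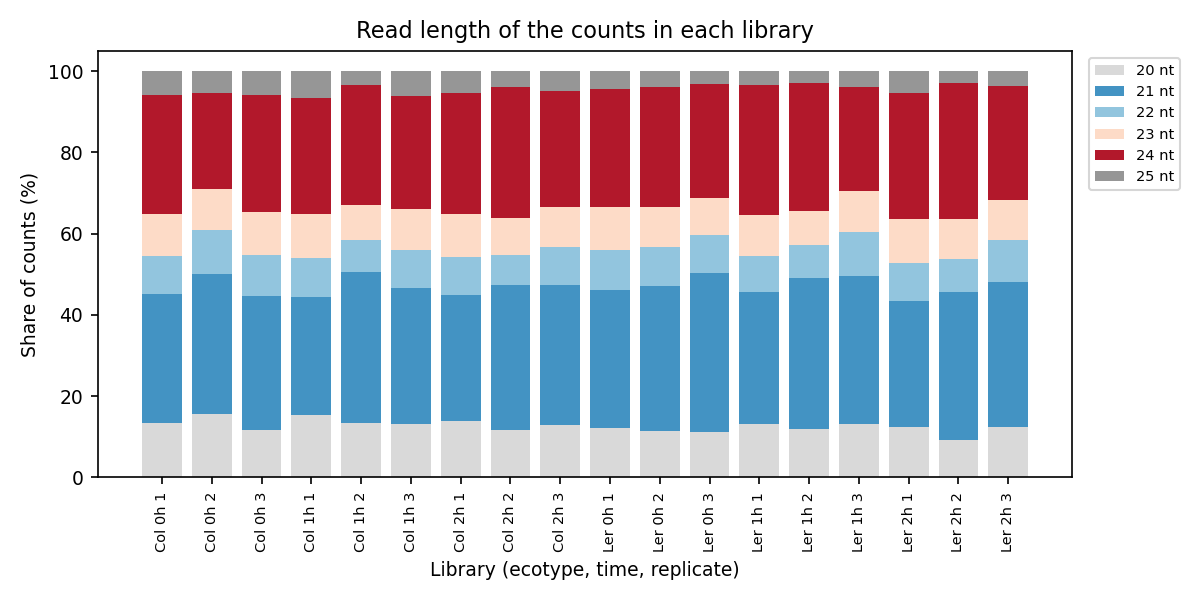
Share of counts (%) by read length, 20 to 25 nt, in each of the 18 libraries. The 21-nt and 24-nt classes are the largest in every library, with means over 9 libraries of 33.3% and 28.7% in Col and 35.3% and 29.8% in Ler.

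In a principal component analysis of 4202 features the first component held 79.1% of the variance and separated the ecotypes. The second component (8.97%) set the replicate 2 libraries of the 1 h and 2 h groups of both ecotypes apart from the other 14. Those 4 libraries had 2.45% to 3.99% of their counts in ribosomal RNA genes, against 5.45% to 10.2% in the others.

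**Figure D2:**
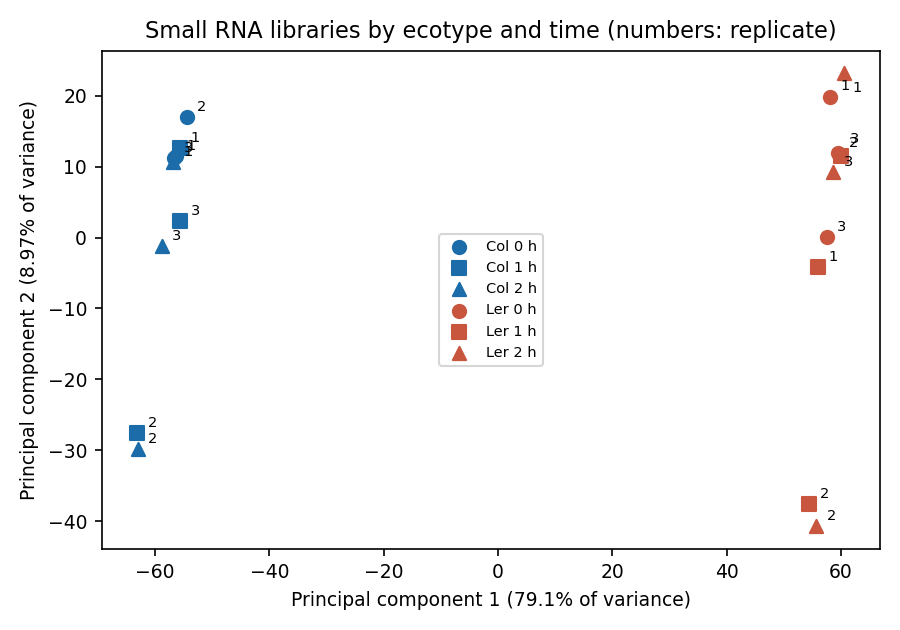
First and second principal components of normalised log2 CPM, 1 point per library (colour, ecotype; shape, time; number, replicate). The ecotypes lie apart on the first component (79.1% of variance), and 4 replicate 2 libraries lie apart on the second (8.97%).

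The comparison of the ecotypes, averaged over the 3 time points, called 4391 of 11173 features (39.3%, edgeR, adjusted p under 0.05), 1432 higher and 2959 lower in Ler, and 3194 of them differed by at least 1 on the log2 scale. Reading only 21- and 22-nt reads moved this count most, to 1128 of 3599 features (442 higher, 686 lower). Features with a 24-nt size call made up most calls, with 1041 higher and 2675 lower in Ler among 6371 tested (58.3%), compared with 188 higher and 126 lower among 1955 features with a 21-nt call (16.1%). The size call was taken from the ecotype with more reads at the feature. The class is thus tied to the direction, which can add to this imbalance. With 24-nt reads alone the directions were closer to even, with 1685 features higher and 2165 lower in Ler among 6032 tested. Of 2861 pseudogenes, 448 were higher and 1267 lower in Ler, and of 5699 protein-coding genes 540 were higher and 1077 lower. Because features carry separate coordinates in the 2 ecotypes, a difference in the listed span can enter this comparison. In the refit without features of long or unequal span, 4063 features were called, 1433 higher and 2630 lower in Ler.

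The 3 features with the smallest p among those higher in Ler, AT1G07483, AT4G02825 and Fused_6385, have spans of 9.48, 5.46 and 5.48 Mb in the Ler table but of 491, 629 and 209 bases in the Col table, and their counts are not comparable. The same rule applied to features with like spans, chosen after their values were seen, gave 3 others. AT2G04120 (chromosome 2, 1388194 to 1388947) had 3.14 ± 0.893 CPM in Col and 185.5 ± 27.99 in Ler (SD, n = 9), a log2 difference of 5.89 (SE 0.17, adjusted p 7.01e-18 by edgeR), with 50.6% and 19.5% of its reads unique. AT3G29647 (chromosome 3, 11508519 to 11509043) had 6.39 ± 1.79 CPM in Col and 346.2 ± 40.5 in Ler, a log2 difference of 5.75 (SE 0.18, adjusted p 1.16e-17 by edgeR). Its listed span was longer in Ler. Ler_NEW_RNA_F_25942 (chromosome 4, 11384263 to 11384522) had 1.12 ± 0.952 CPM in Col and 316 ± 53.8 in Ler, but 0% of its reads were unique in either ecotype, so its level is uncertain.

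Among features lower in Ler, the protein-coding gene SOS3 (AT5G24270, chromosome 5, 8238534 to 8243357) had 190.4 ± 18.5 CPM in Col and 0.547 ± 0.554 in Ler, and its log2 fold change was -8.71 (SE 0.22, adjusted p 7.48e-19 by edgeR). The protein-coding gene AT5G17165 (chromosome 5, 5643118 to 5647783) had 240.6 ± 18.9 CPM in Col and 5.15 ± 2.30 in Ler, a log2 fold change of -5.63 (SE 0.14, adjusted p 1.21e-18 by edgeR). In SNC1 (AT4G16890, chromosome 4, 9500506 to 9505455), a protein-coding gene, no Ler library had more than 2 counts, and the Col mean of 212.7 ± 29.9 CPM was at least 206.7-fold higher. Only 41.4% of the Col reads of AT5G17165 and 18.1% of those of SNC1 were unique, so both values are uncertain. All 3 genes had a 24-nt size call in both ecotypes, and their libraries did not overlap between ecotypes at any time point.

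Of 145 microRNA features tested, 78 differed between ecotypes, 47 higher and 31 lower in Ler, and 60 by at least 1 on the log2 scale. Adjusted over the list alone, 81 differed (47 higher, 34 lower). The balance of directions depended on the scaling, with 51 higher and 27 lower under RLE but 45 and 41 under total counts. DESeq2 gave 50 higher and 24 lower. At 0 h alone, in the fit of all 18 libraries, 51 were called. Of the 78, 44 had under 90% unique reads in an ecotype in which they had reads, and 6 had no reads in 1 ecotype. The 3 named features higher in Ler had 100% unique reads in both. MIR839 (AT1G67481, chromosome 1, 25278944 to 25279207), with the 21-nt major RNA UACCAACCUUUCAUCGUUCCC in both ecotypes, had 38.9 ± 7.30 CPM in Col and 679 ± 211 in Ler (SD, n = 9), a log2 difference of 4.13 (SE 0.20, adjusted p 2.33e-14 by edgeR). MIR399f (AT2G34208, chromosome 2, 14444997 to 14445114) had 19.2 ± 9.26 CPM in Col and 180 ± 53.96 in Ler, a log2 difference of 3.25 (SE 0.23, adjusted p 2.32e-11 by edgeR). Its major RNA was UGCCAAAGGAGAUUUGCCCGG in Col and GGGUAAGAUCACCAUUGGCAGA in Ler. MIR838 (AT1G01046, chromosome 1, 28500 to 28706) had 9.32 ± 3.08 CPM in Col and 57.6 ± 9.22 in Ler, a log2 difference of 2.61 (SE 0.19, adjusted p 3.08e-11 by edgeR).

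The named microRNA features lower in Ler share reads with other loci. MIR395c (AT1G26985, chromosome 1, 9367080 to 9367179) had 197.8 ± 68.4 CPM in Col and 0 counts in all 9 Ler libraries, at least 192-fold higher in Col, with 0.127% of its Col reads unique. MIR157a (AT1G66783, chromosome 1, 24913206 to 24913296) had 837.7 ± 197.7 CPM in Col and 65.9 ± 27.7 in Ler (0.0133% and 0.113% unique), and its log2 fold change was -3.68 (SE 0.22, adjusted p 8.62e-13 by edgeR). MIR405a (AT2G22668, chromosome 2, 9634957 to 9635113) had 39.1 ± 10.6 CPM in Col and 4.74 ± 1.54 in Ler (42.2% and 13.97% unique), with a log2 fold change of -3.05 (SE 0.20, adjusted p 4.58e-12 by edgeR). When microRNA counts were summed by family, the difference for MIR395 was -0.74 (SE 0.26, adjusted p 0.0254 by edgeR), for MIR157 -0.36 (SE 0.22, adjusted p 0.240) and for MIR405 -1.27 (SE 0.14, adjusted p 6.07e-08). These 3 directions held under RLE and total counts, but 2 of the calls did not: with RLE MIR395 was not called (-0.56, adjusted p 0.112 by edgeR), and with total counts MIR157 was (-0.52, adjusted p 0.0381 by edgeR). In total 38 of 79 families were called, 23 higher and 15 lower in Ler.

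**Figure D3:**
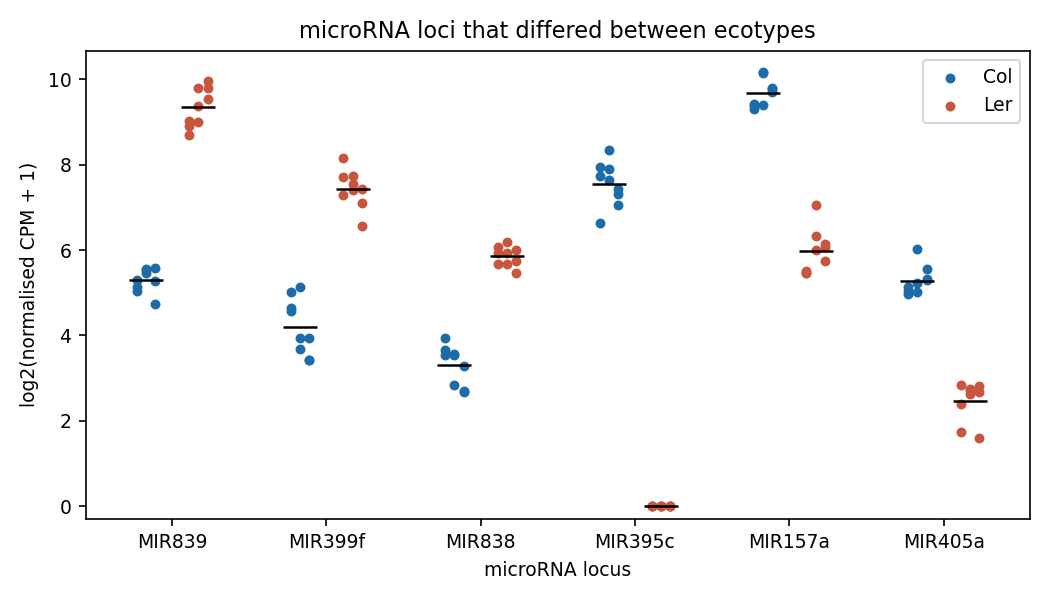
Log2 of normalised CPM plus 1 for the 6 named microRNA features, 1 point per library and a line at the mean of the 9 libraries of each ecotype. MIR839, MIR399f and MIR838 are higher in Ler in all 9 libraries, and MIR395c, MIR157a and MIR405a are lower.

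MicroRNA features took 28.1% ± 3.21 of the counts in Col and 26.8% ± 2.38 in Ler (SD, n = 9), a difference of -1.28 percentage points that did not pass the test (exact permutation test, two-sided, p = 0.367). Exchanged only within the 9 same-numbered pairs of a time point, of which 6 were lower in Ler, it gave an exact p of 0.0898. The 6 pairs at 1 h and 2 h differed by -1.89 points, with 5 lower in Ler (exact permutation p = 0.0625). Single libraries ranged from 24.3% (Ler 2 h replicate 1, 95% Wilson interval 24.2% to 24.3%) to 34.4% (Col 1 h replicate 2, 34.3% to 34.4%). This share depends on the denominator. Features longer than 20 kb took 17.95% ± 1.15 of the counts in Col and 37.5% ± 1.17 in Ler, and without them the share was 34.2% ± 4.27 in Col and 42.9% ± 4.16 in Ler, a difference of 8.68 percentage points in the other direction (exact permutation p = 0.0015). AT3G06365, named after its values were seen, overlaps ribosomal RNA genes and has a longer listed span in Col than in Ler. It took 12.8% ± 2.95 of the counts in Col and 0.0398% ± 0.0142 in Ler, and without it the difference was -5.318 points (exact permutation p = 0.001).

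In the authors' deposited ShortStack tables, 47.4% of 34744 size-called features were called 24 nt in Col (95% Wilson interval 46.9% to 47.96%) and 42.3% of 33104 in Ler (41.8% to 42.9%). A 22-nt call was given to 10.5% in Col (10.14% to 10.78%) and to 14.04% in Ler (13.7% to 14.4%). The tables list 98 microRNA calls in Col and 91 in Ler, of which 84 are the same features. These tables pool the 9 libraries of an ecotype, so there is no replicate check.

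The time comparisons asked which small RNAs change in the first 2 h after transfer. At 1 h, averaged over both ecotypes, 71 features were called, 68 higher and 3 lower than at 0 h (edgeR, 1101 features with an unadjusted p under 0.05). With the ribosomal RNA share as a covariate, the alternative that moved the count most apart from dropping the filter, 205 were called (158 higher, 47 lower), and with no filter 235 (159 higher, 76 lower). The risers included 42 protein-coding genes and 9 transfer RNA genes. At 2 h, 17 features were called, all 17 higher, and 826 had an unadjusted p under 0.05. With no filter 59 were higher and 52 lower, while the covariate gave 60 higher and 9 lower. Between 2 h and 1 h, 3 protein-coding genes were called, all 3 lower at 2 h (441 with an unadjusted p under 0.05): AT3G44870, GTR1 (AT3G47960) and CYP94B3 (AT3G48520), named after their values were seen. With the replicate number as a block 14 were called, all 14 lower at 2 h, and in the same fit on the 1 h and 2 h libraries alone 39, 5 higher and 34 lower. Without Ler 1 h replicate 2 the unblocked count was 13, and it was 0 without 9 of the other libraries left out in turn. In total 15 features were called in the same direction at 1 h and 2 h, 2 comparisons that share the 0 h libraries. Log2 fold changes at 1 h and 2 h correlated across features, which are not independent replicates, at 0.667, compared with a median of 0.479 in 20 simulated sets of unchanged groups that also shared them. The simulated libraries were drawn independently and lack the likeness of same-numbered 1 h and 2 h libraries. That likeness can raise the correlation too, so the excess does not show a shared response.

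LTI78 (AT5G52310, chromosome 5, 21240849 to 21243613), a protein-coding gene, had 0.552 ± 0.538 CPM at 0 h, 10.2 ± 1.36 at 1 h and 14.6 ± 4.23 at 2 h in Col (SD, n = 3), and 0.237 ± 0.207, 5.41 ± 4.60 and 11.97 ± 6.55 in Ler. No 0 h library had more than 3 counts, so the rise was at least 8.38-fold at 1 h (adjusted p 0.000302 by edgeR) and at least 14.3-fold at 2 h (adjusted p 1.82e-05 by edgeR) over both ecotypes. The transfer RNA gene AT3G14855 (chromosome 3, 4998141 to 4998212) rose from 406.7 ± 154 CPM at 0 h to 2362 ± 1029 at 1 h in Col and from 381 ± 83.97 to 2091 ± 1147 in Ler, a log2 fold change of 2.5 (SE 0.33, adjusted p 0.000302 by edgeR), and was 2.2 higher at 2 h (SE 0.32, adjusted p 0.00245 by edgeR). The transfer RNA gene AT2G28730 (chromosome 2, 12329003 to 12329074) changed by 2.33 at 1 h (SE 0.31, adjusted p 0.000408 by edgeR) and 1.98 at 2 h (SE 0.31, adjusted p 0.00524). Both share the major RNA GGGUCCUUAGCUCAGUGGUAGAGC, at most 0.131% of their reads were unique, and their changes are not independent. With 21- and 22-nt reads only neither rose at 1 h (log2 fold changes -0.11 and -0.11). BGAL4 (AT5G56870, chromosome 5, 23004196 to 23008649), a protein-coding gene, fell by 1.27 on the log2 scale at 1 h (SE 0.25, adjusted p 0.011 by edgeR), from 19.4 ± 4.12 to 9.46 ± 0.958 CPM in Col and from 22.8 ± 4.23 to 8.07 ± 3.76 in Ler. The other 2 features lower at 1 h, XPL1 (AT3G18000) and AT3G17998, named after their values were seen, cover the same stretch (chromosome 3, from 6154363) and have the same counts (log2 fold change -1.73, SE 0.38, adjusted p 0.0321 by edgeR).

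**Figure D4:**
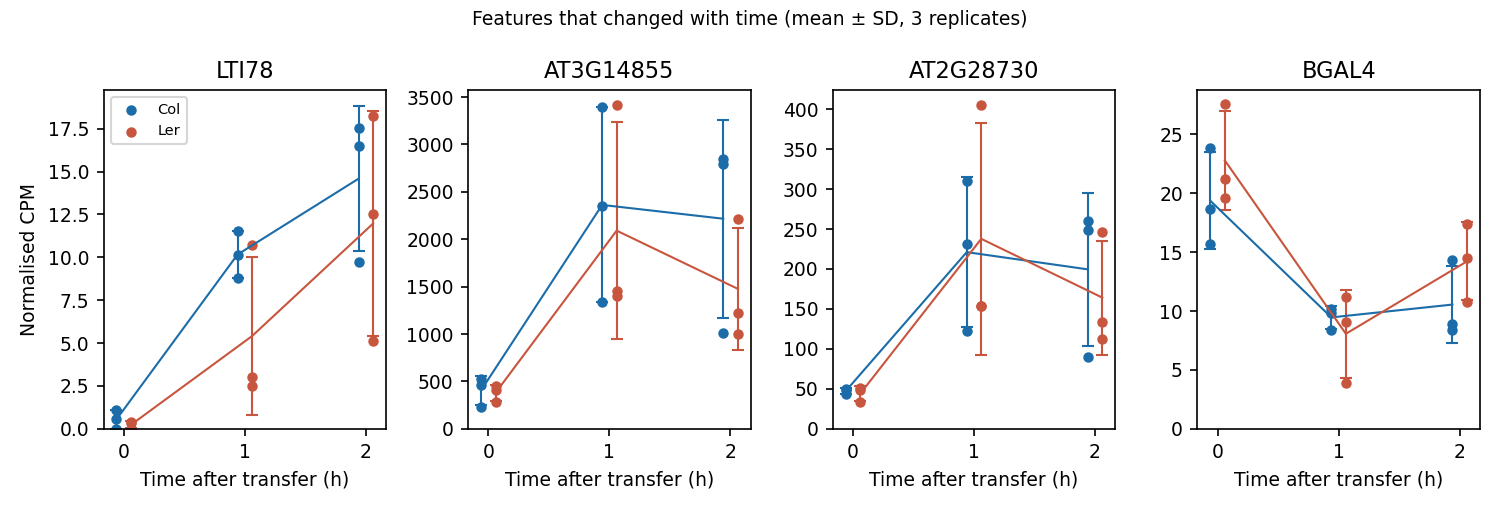
Normalised CPM of LTI78, AT3G14855, AT2G28730 and BGAL4 at 0 h (fresh medium with phosphate) and at 1 h and 2 h on medium without phosphate in Col and Ler, 1 point per library with the mean and SD of 3 replicates. LTI78 and both transfer RNA genes are higher at 1 h and 2 h than at 0 h, and BGAL4 is lower at 1 h.

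Within single ecotypes, 16 features were called in Col at 1 h and 2 at 2 h, and 15 in Ler at 1 h and 3 at 2 h, all higher than at 0 h. With no filter some were lower: 12 of 82 at 1 h and 10 of 37 at 2 h in Col, and 21 of 85 and 15 of 39 in Ler. By the naming rule, LTI78 was called in Col at 1 h (at least 10.07-fold, adjusted p 0.031 by edgeR) and 2 h (at least 14.5-fold, adjusted p 0.0098), and in Ler at 2 h (at least 14.1-fold, adjusted p 0.00242). AT3G14855 was called at 1 h in Col (log2 fold change 2.54, SE 0.46, adjusted p 0.0336 by edgeR) and in Ler (2.46, SE 0.46, adjusted p 0.0369). AT2G28730 was called in Ler at 1 h (2.43, SE 0.44, adjusted p 0.0369 by edgeR). The transfer RNA gene AT2G39610 (chromosome 2, 16518769 to 16518840) was called in Col at 1 h (2.37, SE 0.44, adjusted p 0.045 by edgeR), and ERD7 (AT2G17840, chromosome 2, 7755605 to 7757852), a protein-coding gene, in Ler at 1 h (3.12, SE 0.62, adjusted p 0.0447). At 2 h the other Col call and 1 of the other Ler calls, named after their values were seen, was AT5TE76490, a transposable element that lies within LTI78 and shares its reads, and the third Ler call was PRN (AT3G59220). With only the 2 groups compared in the model, the Col and the Ler counts at 1 h and 2 h were each 0, with 427 and 613 features in Col and 459 and 258 in Ler at an unadjusted p under 0.05. The Col count at 1 h was also 0 with any 1 of 5 of its 6 libraries left out, and 24 without Col 1 h replicate 2. The Ler count at 1 h was 0 without any 1 of the 0 h libraries and 30 without Ler 1 h replicate 2. The test of a difference in response between the ecotypes called 0 features at 1 h and 0 at 2 h, with 263 and 285 features at an unadjusted p under 0.05, fewer than the 558.65 that chance gives.

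No microRNA feature was called at 1 h or 2 h, either over all features or adjusted over the list alone, and 2 and 19 of 145 had an unadjusted p under 0.05. On the phosphate-response list 30 of 33 loci were tested, and 0 were called at 1 h and 0 at 2 h, over all features and adjusted over the list alone. The 30 include MIR395c, which had 0 counts in Ler. Its averaged change could not be called at either time (SE 122 at 1 h and 487 at 2 h). In Col alone it changed by -0.59 at 2 h (SE 0.296). At 1 h 0 of the 30 had an unadjusted p under 0.05 and log2 fold changes ranged from -1.30 to 0.55, with 14 higher and 16 lower. At 2 h, 7 had an unadjusted p under 0.05, the range was -0.89 to 0.69, and 23 of 30 were lower. All 7 lay in the direction listed beforehand for their family, MIR399f higher and the MIR169 and MIR395 loci lower. Not all 30 loci did: MIR399a and MIR399b were lower (-0.196 and -0.235) and MIR398b was higher (0.221). Many of the lower loci are MIR169 and MIR395 copies with few unique reads (in Col 0.62% at MIR395a and 7.81% at MIR169m). Their changes are therefore not independent. Among the 7, MIR169a and MIR399f had mostly unique reads (88.2% and 100% in Col). Without Col 2 h replicate 3, 6 were called adjusted over the list alone, 1 higher and 5 lower. With the replicate block 1 was called, and it was higher. In the fit of all 18 libraries without the block, the smallest adjusted p over the list alone at 2 h was 0.207. MIR399f changed by 0.66 at 2 h (SE 0.26, adjusted p over the list alone 0.207 by edgeR). MIR399e, MIR778 and MIR2111a had 5, 38 and 74 counts over all 18 libraries and were below the filter. MIR827 averaged 25.6 counts per library over both ecotypes, but its level was low in Col. Its means by time point were 0.583 to 2.02 CPM in Col and 13.6 to 17.1 CPM in Ler.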

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

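No test in this part was chosen after its result was seen, but each was prompted by the value it examines. The highest or lowest of the 9 libraries of an ecotype was compared with its nearest neighbour for 41 sets of 9 values, and in 5 the gap, as a part of the whole range, was past Dixon's 95% critical value for 9 values, where about 2.05 are given by chance.

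The total count of Col 1 h replicate 1 (5438439) was far above the other 8 Col libraries, with a gap of 0.68 of the range. If that library departed as a whole in composition, it should be the highest or lowest Col library in far more features than the 22.2% that even ranks give. It was so in 15.2% of 5462 features, which does not decide the matter because greater depth itself lowers the scatter. No biological explanation was tested.

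The share of 24-nt reads in Col 0 h replicate 2 was 23.6% (95% Wilson interval 23.55% to 23.65%), the lowest in Col with a gap of 0.505. This library was the highest or lowest in 31.4% of features, above the 22.2% of even ranks, so a library-wide departure stays open. A difference in library preparation and one in the plants cannot be told apart.

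Ler_NEW_RNA_F_25942 had its highest Col value in Col 1 h replicate 3 (3.49 CPM, gap 0.652), a library that was the highest or lowest in 16.0% of features. No Col library had more than 10 counts of it, and 0% of its reads were unique, so a few reads placed among copies could give this gap. This cannot be told apart from a change in the plants.

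MIR157a in Ler 1 h replicate 2 (131 CPM, gap 0.586) and MIR405a in Col 2 h replicate 2 (64.2 CPM, gap 0.536) were the highest of their ecotypes. Both come from the 4 replicate 2 libraries that lie apart on the second component. They were the highest or lowest of their ecotypes in 33.8% of 4819 features and 38.8% of 5462 features, beyond the 22.2% of even ranks, which is consistent with a library-wide departure. The labels name no batch, and a biological difference between these samples stays open and untested.

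Reads also fell in features listed for only 1 ecotype, which entered no comparison. The 540 features listed only for Col held 1.23% of the Col counts (341499 reads), and the 53 listed only for Ler held 0.00633% of the Ler counts (1909 reads), both above the floor of 3 counts. Of the Col-only reads 60.4% were unique, so sharing with other features may account for part of them but was not decided. Of 349 such features with at least 20 reads, 5.44% had a major RNA that was also the major RNA of a Ler feature. Absence of the sequence from Ler and absence of the feature from the Ler annotation therefore cannot be told apart with these tables. The Ler-only features were not tested further.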

How the results depend on the processing

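Between 2 h and 1 h, where replicate numbers pair the libraries, the block gave 14 calls, and 39 on the 1 h and 2 h libraries alone, where 0 were called unblocked (284 at an unadjusted p under 0.05). The ecotype comparison and those with 0 h also use the 0 h libraries, which the numbers do not pair with the rest. Of all 45 same-numbered pairs, which the ecotype comparison uses, 31 had deviations from their group means that correlated above 0.1 (range -0.264 to 0.662, median 0.221, against -0.0894 for different numbers), and so did 11 of 18 pairs at 0 h and 1 h, and 10 of 18 at 0 h and 2 h. With the replicate block, 4590 features were called between ecotypes, 87 microRNA features (90 adjusted over the list alone), 159 at 1 h (100 higher), 39 at 2 h (33 higher), 33 and 6 in Col at 1 h and 2 h, 41 and 8 in Ler at 1 h and 2 h, 0 for both interactions (336 and 350 at an unadjusted p under 0.05), and 1 of the phosphate list at 2 h. All 71 features called at 1 h without the block were among the 159.

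Over the alternatives on all read lengths the ecotype difference ranged from 3078 to 5201 features (no filter). The 3078 were called at 0 h alone, in the fit of all 18 libraries. When each of the 18 libraries was left out in turn, 4285 to 4668 were called. In each of these alternatives the ecotype difference had more features lower than higher in Ler. With 21- and 22-nt reads only it was 1128 (686 lower), and with 24-nt reads only 3850 (2165 lower), for fewer features tested. DESeq2 called 3902 of the 4391 features again. The median log2 difference of all features was -0.0457 under TMM, 0.0941 under RLE and -0.169 under total counts, shifts that leave the named ecotype differences far outside. The microRNA count was 51 at 0 h alone (52 adjusted over the list alone) and 36 with 24-nt reads only (36). Both comparisons rest on less data. Otherwise the microRNA count lay between 65 and 87. Leaving out 1 library gave 75 to 81 (79 to 86 adjusted over the list alone).

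The counts over time were less stable. Where a count is 0, the number at an unadjusted p under 0.05 follows in parentheses. At 1 h (71) they were 124 with RLE, 235 with no filter (159 higher, 76 lower), 32 with a mean of at least 10 counts, 129 with DESeq2, 28 with 21- and 22-nt reads, 10 with 24-nt reads, 205 with the ribosomal RNA share as covariate and 140 with replicates 1 and 3 only. DESeq2 called all 71 again and replicates 1 and 3 called 65 of them. Of the DESeq2 calls in simulated data 8.2% and 9.84% were false, among 11173 filtered features. The real counts were given to DESeq2 unfiltered, with p-values adjusted over 18410 features at 1 h. Those false rates may therefore not hold for its 129 calls. At 2 h (17) the same alternatives gave 31 with RLE, 111 with no filter (59 higher, 52 lower), 40 with DESeq2, 9 with 21- and 22-nt reads, 5 with 24-nt reads, 69 with the covariate (60 higher) and 44 with replicates 1 and 3, and removal of ribosomal and transfer RNA features gave 8. Between 2 h and 1 h (3) the counts were 11 with RLE, 0 with total counts (458), 44 with no filter, 0 with a mean of at least 10 counts (286), 14 with DESeq2, 0 with only the groups compared (284), 10 with like spans, 1 with 21- and 22-nt reads, 0 with 24-nt reads (226), 34 with the covariate and 19 with replicates 1 and 3. The cause was not tested.

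In Col at 1 h (16) the counts were 31 with RLE, 82 with no filter, 0 with a mean of at least 10 counts (294), 5 without ribosomal and transfer RNA, 36 with DESeq2, 0 with only the groups compared (427), 26 with like spans, 0 with 21- and 22-nt reads (161), 1 with 24-nt reads, 52 with the covariate and 39 with replicates 1 and 3. In Col at 2 h (2) they were 37 with no filter, 0 with a mean of at least 10 counts (354), 11 with DESeq2, 0 with only the groups compared (613), 0 with 21- and 22-nt reads (162), 0 with 24-nt reads (238), 13 with the covariate and 6 with replicates 1 and 3. In Ler at 1 h (15) they were 39 with RLE, 4 with total counts, 85 with no filter, 0 with a mean of at least 10 counts (546), 6 without ribosomal and transfer RNA, 40 with DESeq2, 0 with only the groups compared (459), 27 with like spans, 3 with 21- and 22-nt reads, 0 with 24-nt reads (356), 66 with the covariate and 41 with replicates 1 and 3. In Ler at 2 h (3) they were 8 with RLE, 39 with no filter, 18 with DESeq2, 0 with only the groups compared (258), 5 with like spans, 0 with 24-nt reads (356), 17 with the covariate and 14 with replicates 1 and 3. The cause was not tested, beyond the fewer features or reads that some of these alternatives use.

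Leaving out 1 library in turn gave 46 (without Col 1 h replicate 3) to 106 features at 1 h (without Ler 1 h replicate 2), 7 (without Col 0 h replicate 2) to 22 at 2 h (without Ler 2 h replicate 2) and 0 to 13 between 2 h and 1 h (13 without Ler 1 h replicate 2). It gave 0 to 24 in Col at 1 h (0 without Col 0 h replicate 1 and 4 others, 24 without Col 1 h replicate 2), 0 to 8 in Col at 2 h (0 without Col 0 h replicate 1 or 2, 8 without Col 2 h replicate 1), 0 to 30 in Ler at 1 h (0 without any 1 of the 0 h libraries, 30 without Ler 1 h replicate 2) and 3 to 6 in Ler at 2 h (6 without Ler 2 h replicate 2). Both interactions had 0 calls in every alternative that was fitted for them, and with each of the 12 libraries compared left out. They had between 78 and 1625 features at an unadjusted p under 0.05 over these alternatives.

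The phosphate list at 1 h had 2 calls adjusted over the list alone with replicates 1 and 3 only, both lower, and 0 in the other alternatives, with at most 1 locus at an unadjusted p under 0.05, and 0 with each library left out (at most 5 such loci, without Ler 1 h replicate 2). At 2 h it had 1 with no filter and 1 with the replicate block, both higher. It had 1 with the covariate and 1 with replicates 1 and 3, both lower. When 1 library was left out it had 0 to 6 (6 without Col 2 h replicate 3, 1 higher and 5 lower). The cause was not tested.

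Among the 30 named results, 5 reversed, all transfer RNA genes under 21- and 22-nt reads only: AT3G14855 in Col at 1 h (-0.30) and averaged at 1 h (-0.11), AT2G39610 in Col at 1 h (-0.33), and AT2G28730 at 1 h (-0.11) and 2 h (-0.00403). Their 24-nt major RNAs lie outside that range of lengths. Of 402 values with 1 library left out, 33 were no longer past the threshold, in 7 results, none of which was an ecotype difference or averaged over both ecotypes. Of the other 383 values, 41 lost the threshold and kept their direction. The 15 named ecotype differences kept their side of the threshold in each alternative that gave a value. Named features below a stricter filter or outside a read-length class gave no value there.

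The microRNA share difference of -1.28 percentage points was -1.387 without ribosomal and transfer RNA genes alone (exact permutation p = 0.26), -5.318 without AT3G06365 alone (exact permutation p = 0.001), -6.49 without all these (exact permutation p = 0.00025), 8.68 without features longer than 20 kb, 3.77 without any of these (exact permutation p = 0.0105) and -1.004 with replicates 1 and 3 only (exact permutation p = 0.176). With 1 library left out it lay between -1.83 and -0.487. Compared within same-numbered pairs it kept its value (exact permutation p = 0.0898), and over the 6 pairs at 1 h and 2 h it was -1.89 (exact permutation p = 0.0625). The larger changes follow from the denominator, because long features hold 37.5% of the counts in Ler and 17.95% in Col, and AT3G06365 0.0398% and 12.8%. Of size-called features with at least 100 reads, 70.5% were called 24 nt in Col and 63.8% in Ler. All features lie on nuclear chromosomes, so restricting to these changed nothing.

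In data simulated at the real library sizes, 4-fold interactions were recovered in 43 of 200 cases, and 2-fold changes within 1 ecotype in 1 of 200. Depth was not varied, so its part in this is not known.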

Other observations

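The tests on the ecotype count under like spans, on scaling, on features first found in Ler, on replicates 1 and 3 and on the unique reads of MIR399f were chosen only after the results were seen, and so were the rules by which the transfer RNA test and the gene list tests are read. The first rules would have read 3 of these the other way. The family sum at MIR399f would have counted for shared reads, the 5 distinct major RNAs of the transfer RNA genes against them, and each list with an adjusted p under 0.05 for a common rise. They were replaced because MIR399f has reads of its own, because nearly all transfer RNA reads are shared, and because few genes of each list were tested.

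For the ecotype difference, 1 of 100 drawn splits of the libraries within time points (the real one) gave as many calls, for all features and for microRNAs. The 3 features with the smallest p among those higher in Ler are megabase spans. Among the 162 called features whose spans differ by more than 1.5 times, 87.7% were higher in the ecotype with the longer span (95% exact interval 81.6% to 92.3%). A span difference is thus a candidate explanation for most of these 162 calls. It is not the whole cause of the count, as 4063 calls were made without such features. A biological ecotype difference stays open for the rest.

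The larger number of features lower in Ler (2959 against 1432) held under the 3 scalings, with at least 59.4% of calls lower in Ler. It was smaller with 24-nt reads only (2165 against 1685). Reads shared between copies are argued against as its whole cause, because 64.9% of the 1309 calls in features with at least 90% unique reads and like spans were lower in Ler (95% exact interval 62.2% to 67.4%). These features had reads in both ecotypes. With those added that had no reads in 1 ecotype, 66.1% of 1395 calls were lower (63.5% to 68.6%). A remaining candidate explanation is that most features were annotated from Col. Of 59 calls in features whose names begin with Ler_NEW, 55.9% were lower in Ler (interval 42.4% to 68.8%), and of 40 calls in features whose names begin with Col_NEW 60.0% (interval 43.3% to 75.1%). Annotation from Col predicts a higher share in the second set, but both intervals are wide and include 50%, so annotation and ecotype cannot be told apart.

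For microRNA loci with shared reads, placement of reads among family copies may explain the differences in part. The family sum differed by -0.739 for MIR395, against 0 counts in Ler at MIR395c, and by -0.36 for MIR157, against -3.68 at MIR157a. For MIR405 it differed by -1.27 against -3.05, so a family difference past the threshold was left, also under RLE (-1.11) and total counts (-1.41). The MIR395 family difference was not past the threshold under RLE (-0.56). Such placement is argued against for MIR399f, where 100% of reads were unique in both ecotypes. The MIR399 family sum was also higher in Ler, by 0.97 on the log2 scale (SE 0.21, adjusted p 0.000409 by edgeR), and by 1.13 under RLE and 0.84 under total counts. The major RNA at MIR399f differed between ecotypes, and whether the strand that accumulates differs was not tested.

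For the rise at 1 h, 1 of 100 splits within ecotypes gave as many as 71 calls (the real one, the highest other 20). For 2 h 1 of 100 gave 17. By features at an unadjusted p under 0.05 the real split stood out less. As many as 1101 were given by 5 of 100 splits at 1 h, and as many as 826 by 14 of 100 at 2 h. Of the 68 risers at 1 h, 63 were called again with replicates 1 and 3 only, which argues against the replicate 2 libraries as the cause. In the 42 protein-coding risers a median of 34.8% of reads were 21 or 24 nt long, near the 33.3% of an even spread over 6 lengths and under the 2.5th percentile (37.7%) of 10000 lists of protein-coding features matched on mean count. This is consistent with fragments of longer transcripts rather than Dicer products. The 9 transfer RNA risers had 5 distinct major RNAs and a median of 0.116% unique reads in Col, so how many separate transfer RNA changes they hold cannot be told apart from shared reads.

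Gene lists were tested for a common rise of fragments, but at most 44.4% of each list passed the filter, so the tests are void as tests of the lists. The 4 of 9 cold and drought genes had a median log2 fold change of 1.27 at 1 h (fry adjusted p 0.00853) and 0.97 at 2 h (0.00881), with 4 of 4 higher at both times. The 4 of 10 jasmonate genes had 1.63 at 1 h (0.00145, 4 of 4 higher) and 0.14 at 2 h (0.439, 2 of 4 higher). The 3 of 14 phosphate-starvation genes had 0.14 at 1 h (0.0688, 3 of 3 higher) and 0.17 at 2 h (0.00853, 2 of 3 higher), and the 1 of 11 touch genes had 4.04 at 1 h (0.00145) and 3.38 at 2 h (0.00145). Time since transfer and loss of phosphate cannot be told apart, since both began together.

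The 4 replicate 2 libraries at 1 h and 2 h still lay apart on the second component, all 4 beyond the other 14, without ribosomal, transfer RNA and long features (3852 features), which argues against these as the cause. Library size alone does not set them apart, since 9 other libraries have totals between theirs. That range rests on Ler 1 h replicate 2 (3374386 counts). The totals of Col 1 h, Col 2 h and Ler 2 h replicate 2 (2231929, 2256820 and 2304850) are near the lowest of all (2199563, Ler 1 h replicate 3). A part for library size therefore stays open. Between 2 h and 1 h, 8 of 100 splits gave as many as 3 calls. The split with most calls, 2107, put the replicate 2 libraries of both times together in each ecotype, so this grouping outweighs the time difference. Of the 32 splits that part each same-numbered pair, as the real one does, 1 (the real one) gave as many as 3 calls and each other gave 0, so the 7 other splits kept at least 1 pair together. With the replicate block 1 of the 32 gave as many as 14 calls (each other gave 0), and on the 1 h and 2 h libraries alone 1 gave as many as 39 (the highest other 3). The comparison among these 32 was chosen after the results were seen. With replicates 1 and 3 only 19 were called. The labels name no batch, so a library batch and a difference between plants stay open.

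For single ecotypes, 1 of 10 splits of the 6 libraries (the real one) gave as many calls. This held in Col at 1 h and 2 h and in Ler at 1 h and 2 h, and 10 splits cannot give a share under 0.1. By features at an unadjusted p under 0.05, 1, 1, 2 and 5 of 10 splits gave as many, in the same order. Where no feature was called, at both interactions and for the phosphate list at 1 h and 2 h, 100 of 100 splits gave as many, as a count of 0 must. At an unadjusted p under 0.05 there were 263 and 285 features for the interactions and 0 and 7 loci for the list. For the interactions, 54 and 40 of 100 splits gave as many such features. These splits exchanged Col and Ler libraries within time points, so the ecotype difference entered them, with up to 3822 and 3988 calls. They therefore cannot show whether the real split stands out.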
